A study of Mus musculus with 48 samples. Its data were reported in "mRNA 3′ UTRs direct microRNA degradation to participate in imprinted gene networks and regulate growth" (2026).

How the data were processed

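The series holds 48 RNA-seq libraries of heart, lung or stomach from mouse embryos at embryonic day 18.5. The embryos came from 4 lines in which a trigger site in a 3′ UTR had been mutated. A trigger site is a stretch of mRNA that pairs extensively with a microRNA and leads to its decay, a process called target-directed microRNA degradation (TDMD). The Atp6v1g1 and Lpar4 sites direct the decay of miR-335-3p, the Plagl1 site that of miR-322-5p and the Lrrc58 site that of miR-503-5p. Plagl1 mutants were heterozygotes with the mutation on the paternal allele, Lrrc58 and Atp6v1g1 mutants were homozygotes, and Lpar4 mutants were hemizygous males with a 197 nt deletion. The libraries form 12 groups of 4, which give 6 comparisons of 4 mutants with 4 wild types. Heart and lung of the Atp6v1g1 and Lpar4 lines came from the same 8 animals per line. The labels give 18 female and 30 male libraries, and Xist and Y-linked transcripts gave 0 mismatches with them.

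Per the extraction protocol, cDNA was primed on total RNA with a poly(dT)VN primer, made double-stranded, tagmented, indexed, amplified and sequenced on a NovaSeq X Plus. The submitters' processing notes list FastQC 0.12.1, fastp 0.24.0, STAR 2.7.11, SAMtools 1.22.1, MultiQC 1.32, featureCounts, Subread 2.1.1 and DESeq2 1.38.3, with no role for each. The authors deposited expected counts, that is reads per gene with fractions and without normalization, for 18076 genes in 48 libraries. There, 75.7% of the values are whole numbers, the lowest value is 0.17 and no gene is at 0 in any library. The gene lists described below therefore hold only genes counted in every library. For some lists few members are in the table, as for ciliated (6 of 16), intestine (3 of 11) and thymus markers (2 of 14). The genome build, annotation release, strand setting, use of molecular identifiers and sharing of multiply mapped reads are not given in the sources used here. Values of near-identical genes (α-globins, histones), overlapping genes and antisense genes are therefore uncertain. Gene IDs were looked up in GENCODE M21, which named 16952 of them and left 1124 without a symbol. Total counts per library ran from 6842220 to 12234700 with a median of 10818900.

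Counts were rounded and analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Each comparison used its own 8 libraries and genotype as the only term, with filterByExpr, TMM normalization, the quasi-likelihood F test and Benjamini-Hochberg adjustment over all genes tested at 0.05. Abundances are TMM-normalized CPM, given as mean ± SD of 4 libraries. Fold changes are mutant over wild type on the log2 scale, with the standard error (SE) of the fit and 95% intervals where given. Intervals cover counting error and the spread between the libraries of the fit only. At 10 CPM or more, the median 95% interval reached 0.14 to 0.16 log2 units to each side of the fold change. The difference between tissues in the mutant effect was fitted per line with a term for the animal.

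Predicted targets were genes whose longest annotated 3′ UTR in GENCODE M21 (GRCm38) holds an 8mer or either kind of 7mer seed match, among 13662 genes with such a UTR. TargetScan predictions were not used here. The target shift is the median log2 fold change of genes with a site minus that of genes without one, at a mean of 10 CPM or more. In each of 21 draws, genes with and without a site were taken in equal numbers within each of 20 bins of UTR length. Genes of either kind in excess within a bin were left out of that draw. Each draw was tested with a two-sided Mann-Whitney test, whose median p is given. Genes are not independent replicates, so each shift was also tested on a score per library with a two-sided exact permutation test over the 70 ways to choose 4 of 8 libraries, for which 0.0286 is the smallest p possible. The 8 shifts for microRNAs of a line's own family were adjusted together. A mean miR-335-3p shift over the Atp6v1g1 and Lpar4 comparisons was tested over 4900 joint relabellings of the animals.

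A set of 42 gene lists was written before the data were examined, as were the comparisons, main tests, named-gene rule and the settings to be varied. The lists cover the trigger genes, TDMD machinery, microRNA host genes, known targets of the miR-16 family, imprinted genes, the IGF and insulin axis, V-ATPase subunits, lysosome, lysophosphatidic acid (LPA) signalling, cysteine metabolism, S phase, G2/M phase, immediate-early and stress genes, hypoxia, oxidative phosphorylation, fatty acid oxidation, ribosomal proteins, mitochondrially encoded transcripts and sex-linked genes. The other lists are markers of erythroid cells, leukocytes, thymus, endothelium, lymphatics, fibroblast matrix, smooth muscle, cardiomyocytes, atria, alveolar type 1 and type 2 cells, airway secretory cells, ciliated cells, gastric pit and neck cells, parietal and chief cells, gastric endocrine cells, forestomach, enteric neurons and glia, pancreatic acini, hepatocytes, intestine, skeletal muscle and brown fat. Lists with 3 or more tested genes were tested with limma's camera on voom log2 CPM with a preset inter-gene correlation of 0.01, adjusted over all 229 tests, and again with an estimated correlation and with fry.

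The genes named in each comparison were chosen by rule. They are the 4 trigger genes, up to 10 genes per direction past the threshold or otherwise the 5 of smallest p per direction, up to 4 members of smallest p in each list that passed or that belongs to the line, the predicted 8mer targets of smallest p, and the 5 genes of smallest p in each tissue difference. A gene outside these groups is said to have been chosen after its values were seen. Of 353 genes that the rule takes over the 6 comparisons, 170 are not named in the text. These include every gene of the rule whose sign changed under another setting.

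The tests were tried on simulated data first. With 200 genes changed in counts drawn from these libraries' means, edgeR recovered 61.2% to 74.6% of 1.5-fold changes, 79.1% to 95.5% of 2-fold changes and 93.9% to 100% of 3-fold changes over the 6 comparisons, with 6 to 15 false calls each. In the tissue differences it recovered 47.8% of 1.5-fold changes in both lines. A target shift set to −0.05 was found as −0.055 to −0.048. The largest shift in the main fits of the real data was −0.014. Simulated genes were drawn independently, without structure shared between them such as litter. The simulation therefore does not show that shifts as small as the real ones can be found in these libraries.

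The settings varied were DESeq2 1.42.0, its size factors in edgeR, other filters on low counts, pup number as a replicate block, litter and sex terms, a single model over all 48 libraries and each library left out in turn. For targets they were other site definitions, the shortest annotated 3′ UTR, and nontargets matched also on GC content and expression. Chosen after seeing the data were the runs without libraries that carry markers of another tissue, and litter and sex terms for targets and lists. Pup numbers paired the genotypes by litter and sex in the Plagl1, Lrrc58 and Atp6v1g1 lines. Same-numbered libraries correlated in their deviations from the group means at 0.22 to 0.59 in Plagl1 stomach, 0.22 to 0.30 in Lrrc58 lung, 0.082 to 0.44 in Atp6v1g1 heart and 0.23 to 0.44 in Atp6v1g1 lung. In the Lpar4 line, numbers did not mark shared litters throughout and the correlations ran from −0.17 to 0.25. Mutant 3 of that line was the only animal of its litter, so its genotype and litter cannot be told apart. A litter term takes it out of the comparison of genotypes. With the replicate block, edgeR called 0 genes in 5 comparisons and 1 gene in Atp6v1g1 lung.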

Results

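Polyadenylated RNA of whole organs was counted in 48 libraries from embryos near the end of gestation, in 12 groups of 4. Stomach was compared in the Plagl1 line, lung in the Lrrc58 line, and both heart and lung in the Atp6v1g1 and Lpar4 lines. Total counts per library ran from 6842220 to 10894900 in Plagl1 stomach, 9936360 to 11396700 in Lrrc58 lung, 10679400 to 12145400 in Atp6v1g1 heart, 10077000 to 10995300 in Atp6v1g1 lung, 11043900 to 12234700 in Lpar4 heart and 9796660 to 10969300 in Lpar4 lung. Totals did not differ by genotype in any comparison (exact permutation test, two-sided, p from 0.171 to 0.886). All values below are for 4 mutants and 4 wild types.

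The first question was whether mutating a trigger site altered the level of the mRNA that carries it. The 4 trigger genes encode the zinc-finger transcription factor Plagl1, which is imprinted, the ubiquitin-ligase receptor Lrrc58, the V-ATPase subunit Atp6v1g1 and the lysophosphatidic acid receptor Lpar4. Plagl1 (ENSMUSG00000019817) was at 334 ± 21.9 CPM in wild-type and 338 ± 26.0 CPM in mutant stomach, a log2 fold change of 0.018 (SE 0.064, 95% interval −0.12 to 0.16). Lrrc58 (ENSMUSG00000034158) was at 92.6 ± 5.34 and 104 ± 18.8 CPM in lung (0.16, SE 0.10, 95% interval −0.057 to 0.38). Its mutant lungs ran from 79.1 CPM (mutant 2) to 122 CPM (mutant 3), with 3 above and 1 below all wild types. Atp6v1g1 (ENSMUSG00000039105) was at 116 ± 4.37 and 112 ± 6.71 CPM in heart (−0.057, SE 0.055, 95% interval −0.18 to 0.063) and at averages of 165 and 161 CPM in lung (−0.040, SE 0.054, 95% interval −0.16 to 0.076). Lpar4 (ENSMUSG00000049929) was at 23.3 ± 0.692 and 20.4 ± 1.60 CPM in heart (−0.19, SE 0.068, 95% interval −0.34 to −0.041) and at 32.5 ± 1.52 and 29.7 ± 1.63 CPM in lung (−0.13, SE 0.065, 95% interval −0.26 to 0.0076). The Lpar4 difference in heart had an edgeR p of 0.0163 and an adjusted p of 0.781, and 3 of 4 mutant hearts lay below all wild types. The trigger genes as a list did not pass in any comparison, with a lowest camera adjusted p of 0.109. That value came from Atp6v1g1 lung, where Lpar4 (0.27, SE 0.097, edgeR adjusted p = 0.586) and Plagl1 (0.10, SE 0.046, edgeR adjusted p = 0.689) were both higher in mutants. In wild types, Atp6v1g1 mRNA exceeded Lpar4 mRNA 4.48-fold to 5.26-fold on average.

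These levels do not check the genotypes, since the counted part of a transcript primed at its poly(A) tail need not include the mutated site. In GRCm38, the Atp6v1g1 3′ UTR (632 nt) carries an 8mer match ATGAAAAA on chromosome 4 at 63550486 to 63550493, 257 nt before the annotated end. The Lpar4 3′ UTR (2576 nt) carries 7mer matches on chromosome X at 106932244 to 106932250 and 106932417 to 106932423, at least 1477 nt before the end. The Plagl1 match on chromosome 10 at 13129443 to 13129449 and the Lrrc58 match CGCTGCTA on chromosome 16 at 37885038 to 37885045 lie 2245 and 3813 nt before the end. These positions come from matching the seed sequences to the reference.

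**Figure D1:**
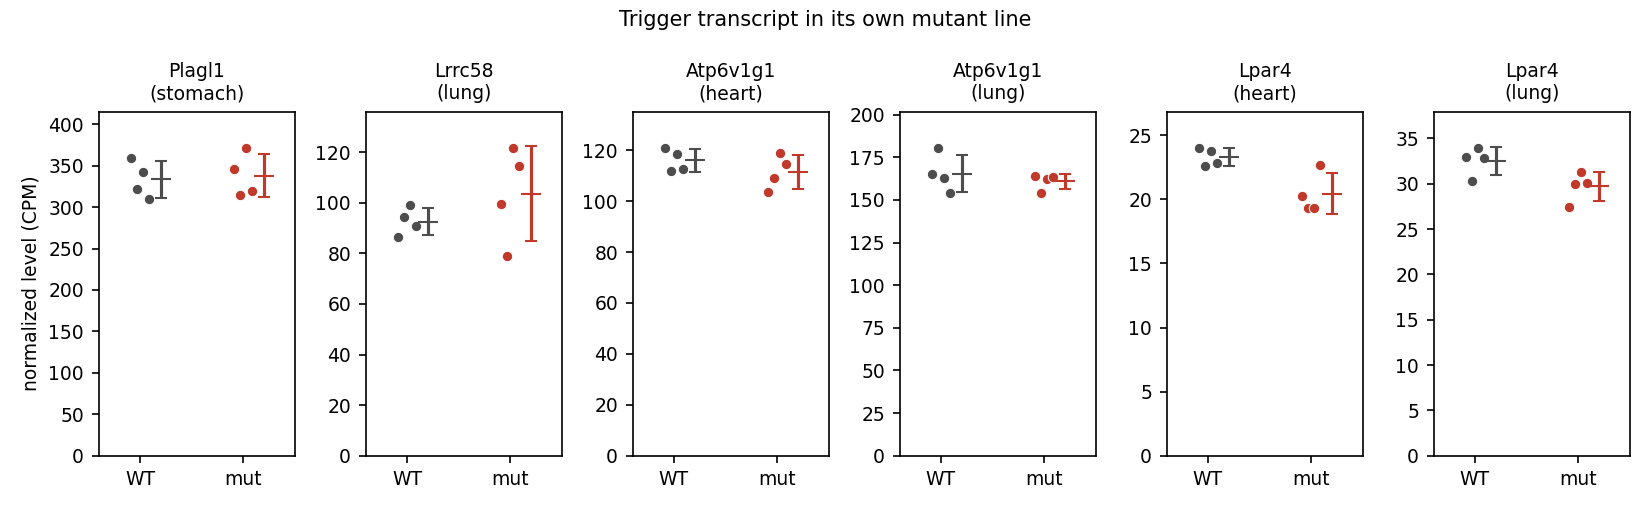
Each panel shows the TMM-normalized CPM of the mutated trigger gene in 1 comparison, with 1 point per library and bars for mean ± SD of wild types (WT) and mutants (mut). Lpar4 in heart and in lung are the panels in which 3 of 4 mutants lie below all wild types, at 20.4 against 23.3 CPM on average in heart.

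The second question was whether predicted targets of the microRNA that escapes decay were lower in mutants. In Atp6v1g1 lung, the 2904 genes with a miR-335-3p site shifted by −0.014 against genes without one (Mann-Whitney p = 1.07e-06, adjusted p = 8.55e-06), while the score per library gave an exact permutation p of 0.114 (adjusted p = 0.305). With nontargets matched also on GC content and expression, that shift was −0.0063 (Mann-Whitney p = 0.0154, exact permutation p = 0.0857). Without lungs 4 of both genotypes it was −0.0075 (Mann-Whitney p = 0.0431, exact permutation p = 0.3). Runs that leave out more than 1 library, such as this one, allow fewer choices, so their smallest possible exact permutation p is above 0.0286. In Lpar4 lung the miR-335-3p shift was 0.0056, towards higher targets (adjusted Mann-Whitney p = 0.0390, exact permutation p = 0.4). With nontargets matched also on GC content and expression, the Lpar4 lung shift was 0.0029 (exact permutation p = 0.2). Without wild-type 2 it was −0.0021 (exact permutation p = 0.6), so its sign was not stable. Neither run passed the Mann-Whitney threshold. The hearts gave 0.0015 in Atp6v1g1 and −0.0027 in Lpar4 (Mann-Whitney p = 0.632 and 0.414, exact permutation p = 0.914 and 0.886). With nontargets matched also on GC content and expression these were 0.0041 and −0.0050 (Mann-Whitney p = 0.220 and 0.123, exact permutation p = 0.0857 and 0.0571). The Atp6v1g1 heart shift was −0.014 without wild-type 1 and 3 and mutant 1, which carried airway, alveolar or leukocyte transcripts (Mann-Whitney p = 1.33e-06, exact permutation p = 0.3). Over the 4 comparisons the mean miR-335-3p shift was −0.0017 (exact permutation p = 0.667). The lung shift minus the heart shift was −0.017 in Atp6v1g1 and 0.0077 in Lpar4 (exact permutation p = 0.2 and 0.429).

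In Lrrc58 lung, the 1350 genes with a miR-503-5p site shifted by −0.0074 (Mann-Whitney p = 0.0542), with an exact permutation p of 0.0286, the smallest possible, and an adjusted p of 0.229. With pups kept in pairs by litter and sex, the exact permutation p of this shift was 0.125, the smallest possible for 4 pairs. Leaving out 1 library moved the shift to as little as −0.0017 (without mutant 3) and the exact permutation p to as much as 0.257 (without wild-type 3). Genes with a miR-322-5p site (2708, of which 2317 entered each draw) shifted by −0.0053 (adjusted Mann-Whitney p = 0.0390, exact permutation p = 0.0857). In Plagl1 stomach the shifts were −0.00078 for miR-322-5p and −0.0035 for miR-503-5p (Mann-Whitney p = 0.309 and 0.237, exact permutation p = 0.657 and 0.429). With nontargets matched also on GC content and expression they were −0.0020 and −0.0037 (Mann-Whitney p = 0.0977 and 0.114, exact permutation p = 0.0571 for both). The miR-322-5p shift there was −0.0048 without wild-type 4 and mutant 2 (Mann-Whitney p = 0.0251, exact permutation p = 0.6). With 1 library left out it ran from −0.0066 (without mutant 2) to 0.0014 (without wild-type 2), so its sign was not stable. MicroRNAs outside a line's own family were also run in every comparison as a background. The largest of these shifts was −0.0059, for miR-335-3p in Plagl1 stomach (Mann-Whitney p = 0.0685, exact permutation p = 0.943). It was larger than both stomach shifts above and than the miR-322-5p shift in Lrrc58 lung. The other background shifts ran from −0.0019 to 0.0037. With 4 against 4 libraries, no shift among the 8 can alone reach an exact permutation p under 0.0286 or an adjusted p under 0.229.

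**Figure D2:**
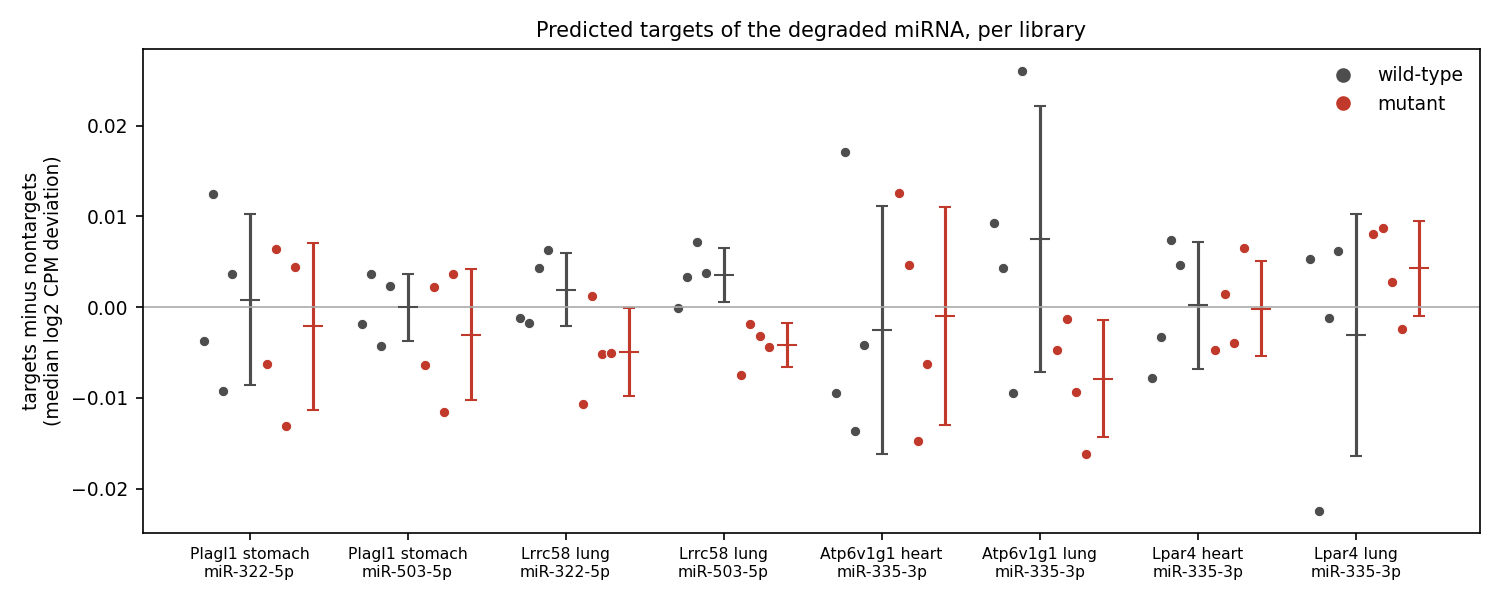
The plot shows, per library, the median log2 deviation of predicted targets minus that of length-matched nontargets, with points for libraries and bars for mean ± SD. Each comparison is shown for the microRNAs of its line's own family. In Lrrc58 lung all mutant scores for miR-503-5p lie below all wild-type scores. In every other set shown, including miR-322-5p in Lrrc58 lung and both other lungs, the genotypes overlap.

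In Plagl1 stomach, loss of the site leaves more miR-322-5p, and no single gene passed. edgeR called 0 of 16066 genes (558 at an unadjusted p under 0.05, of which 259 were higher and 299 lower in mutants) and DESeq2 called 0 (219 at an unadjusted p under 0.05). The genes of smallest p that were higher were Mb, the oxygen store of striated muscle (11.8 ± 1.18 and 15.9 ± 1.29 CPM, 0.43, SE 0.095), Trim44 of the ubiquitin pathway (0.26), the glutathione transferase Gstk1 (0.25), the tryptophan dioxygenase Tdo2 (0.66) and the mitochondrial GTPase Mtg2 (0.44). Those lower were the vascular Wnt coreceptor Adgra2 (47.4 ± 1.29 and 40.4 ± 0.271 CPM, −0.23, SE 0.047), the polymerase regulator Rprd1b (−0.22), the histone Hist1h4d (−0.65), the hydroxylase Kdm8 (−0.73) and the noncoding RNA Lockd (−0.31). All had an edgeR adjusted p of 1.00. Among predicted 8mer targets, the Wnt inhibitor Amer1 (−0.23) and the vesicle-transport factor Rgp1 (−0.24) were lower, while Ihh (0.14), a hedgehog ligand of stomach epithelium, was higher.

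Of 40 lists in Plagl1 stomach, 9 passed with camera's preset correlation and 0 with an estimated one (adjusted p = 0.715 for 7 of them, 0.742 for G2/M and 0.785 for acinar markers). Known targets of the miR-16 family fell (median −0.039, 16 of 22 lower, adjusted p = 0.0414), with the growth-factor receptor Fgfr1 (−0.14) and the cyclin Ccnd3 (−0.15) lower and the TGF-β antagonist Smad7 (0.17) higher. Proliferation genes fell in S phase (median −0.096, 27 of 30 lower, adjusted p = 4.48e-07), among them the polymerase clamp Pcna (−0.17), the flap nuclease Fen1 (−0.19) and the cyclin Ccne2 (−0.31). They fell likewise in G2/M (median −0.11, 28 of 30 lower, adjusted p = 4.28e-07), with the ubiquitin-conjugating enzyme Ube2c (−0.21) and the mitotic kinase Cdk1 (−0.14). Leukocyte markers fell (median −0.28, 16 of 17 lower, adjusted p = 2.56e-05), with the lymphoid surface protein Cd52 (−0.56) and the Fc receptor chain Fcer1g (−0.21). Immediate-early genes fell (median −0.050, adjusted p = 0.0273), with Nr4a1 at 22.7 ± 20.1 and 8.16 ± 0.758 CPM. Gastric pit and neck markers rose (median 0.16, 8 of 8 higher, adjusted p = 0.000309), including Psca (0.17) and the mucin Muc1 (0.13), and enteric neuron and glia markers rose (median 0.072, 9 of 11 higher, adjusted p = 0.0342), including the glial factor Sox10 (0.34).

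Markers of organs next to the stomach also differed. Cardiomyocyte markers rose (median 0.13, 19 of 20 higher, adjusted p = 2.46e-08; adjusted p = 0.715 with an estimated correlation), with Nppb (0.75), the sarcomere proteins Ttn (0.43) and Myh7 (0.33), and Mb as the single member past the threshold adjusted over the list alone (adjusted p = 0.0148, and 0 over all genes). Pancreatic acinar markers rose (median 1.20, 5 of 6 higher, adjusted p = 0.0119; adjusted p = 0.785 with an estimated correlation), with Ctrb1 at 42.8 ± 55.9 and 211 ± 212 CPM and Cela1 at 11.1 ± 5.94 and 20.5 ± 10.8 CPM. The liver transcript Alb reached 3449 CPM in wild-type 4 and 1481 CPM in mutant 2, against a stomach median of 388 CPM, and without these libraries the S phase call ended (median −0.034, adjusted p = 0.138). The enteric (adjusted p = 0.318), immediate-early (0.563), miR-16 target (0.279) and pit and neck (0.0583) calls ended in the same run. Imprinted genes, the network of Plagl1, did not pass (median 0.015 with a negative camera direction, 26 of 43 higher, adjusted p = 0.957), and the members of smallest p were Commd1 (−0.11) and Gnas (−0.083). The cardiomyocyte, G2/M and leukocyte calls held in every run with the preset correlation, with medians from 0.10 to 0.18, −0.16 to −0.049 and −0.35 to −0.082. The miR-16 target, enteric, immediate-early, acinar, and pit and neck calls each ended without at least 1 of wild-type 1, 2, 3 and 4 and mutant 1, 2 and 4 (adjusted p from 0.0507 to 0.281). Over the runs, medians were −0.15 to −0.034 for S phase, −0.052 to −0.025 for miR-16 targets, 0.033 to 0.12 for enteric, 0.089 to 0.28 for pit and neck, −0.11 to −0.011 for immediate-early and 0.75 to 1.95 for acinar genes. Acinar scores ran from −2.25 to 1.80 in wild types and −2.18 to 2.13 in mutants.

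In Lrrc58 lung, loss of the site leaves more miR-503-5p. edgeR called 0 of 16185 genes (691 at an unadjusted p under 0.05, of which 417 were higher and 274 lower). DESeq2 called 1 (349 at an unadjusted p under 0.05), the pericyte signalling regulator Rgs5, at 17.4 ± 2.08 and 26.3 ± 2.42 CPM with all 4 mutants above all wild types (0.60, SE 0.095, edgeR adjusted p = 0.322, DESeq2 adjusted p = 0.00248). The next genes of smallest p that were higher were Mb (0.47), the HSP70 partner Dnajc7 (0.28), the liver protein Alb (0.27, SE 0.062) and the GTPase Rhoc (0.26). Those lower were the Elongator subunit Elp4 (−0.35), the kinase scaffold Dcaf7 (−0.25), the FGF carrier Fgfbp3 (−0.46), the phosphatase subunit Ppp2r3d (−0.25) and the activin receptor Acvr1c (−0.76), each with an edgeR adjusted p of 0.995. Among predicted 8mer targets of miR-503-5p, Inafm2 (−0.17) and the ubiquitin-conjugating enzyme Ube2g2 (−0.19) were lower and the rRNA-processing factor Rcl1 (0.18) higher. Among those of miR-322-5p, Dcaf7, the polyamine transporter Slc18b1 (−0.28) and the cytochrome oxidase subunit Cox6b2 (−0.17) were lower and the aldehyde dehydrogenase Aldh2 (0.20) higher. Without mutant 2, edgeR called 2 genes, of which Lars2 (0.92, adjusted p = 0.0190) is named after its value was seen and the other has no symbol.

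Of 37 lists in Lrrc58 lung, 3 passed with the preset correlation and 0 with an estimated one (adjusted p = 0.715 for both lists that rose and 0.785 for skeletal muscle). Hepatocyte markers rose (median 0.16, 13 of 14 higher, adjusted p = 1.58e-06), with Alb past the threshold adjusted over the list alone (0 members over all genes) and the haem carrier Hpx at 0.27. Cardiomyocyte markers rose (median 0.099, 13 of 20 higher, adjusted p = 8.94e-05), with Mb past the threshold adjusted over the list alone (adjusted p = 0.0114, and 0 over all genes) and the myosin light chains Myl3 (0.28) and Myl2 (0.22). This call ended without wild-type 3 (adjusted p = 0.0615), and the median ran from 0.055 to 0.20 over the runs. Skeletal muscle markers fell (median −2.67, 6 of 6 lower, 5 of them past the threshold adjusted over the list alone and 0 over all genes, adjusted p = 0.0148). That difference rested on wild-type 4, where the actin Acta1 reached 309 CPM against 4.78 ± 4.48 CPM in mutants, with the myosin light chain Mylpf at a log2 fold change of −2.97. Without wild-type 4 the median was −0.31 (adjusted p = 0.292). Known targets of the miR-16 family did not pass (median −0.021, 13 of 22 lower, adjusted p = 0.575), with Bcl2 (0.10) and Ccnd3 (−0.069) among them. Cysteine metabolism did not pass either (median −0.040, 12 of 17 lower, adjusted p = 0.453), with the sulfurtransferase Mpst at 0.23 and Cbs at −0.35.

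In Atp6v1g1 heart, loss of the site leaves more miR-335-3p. edgeR called 0 of 15266 genes (686 at an unadjusted p under 0.05, of which 264 were higher and 422 lower) and DESeq2 called 0 (327 at an unadjusted p under 0.05). Interferon-induced genes were among those of smallest p that were lower: Isg15 had a log2 fold change of −0.81 (SE 0.16) and Rsad2, also a predicted target, was at 18.7 ± 5.47 and 8.54 ± 2.63 CPM (−1.13, SE 0.24). The epithelial claudin Cldn10 (−1.46), the matrix protein Svep1 (−0.47) and the lymphatic receptor Lyve1 (−0.41) followed. Those higher were the chromatin remodeller Arid1b (0.33), the methyltransferase and predicted target Prmt3 (0.24), Aldh16a1 (0.37), Cramp1l (0.20) and Cdkn2aipnl (0.25), and all 10 had an edgeR adjusted p of 0.998. Other predicted 8mer targets were the collagen-modifying enzyme Plod2 (−0.24) and the heterochromatin protein Cbx5 (0.15).

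Of 38 lists in Atp6v1g1 heart, 13 passed with the preset correlation and 0 with an estimated one (adjusted p = 0.715 for 12 of them and 0.785 for imprinted genes). Proliferation genes rose in S phase (median 0.12, 28 of 30 higher, adjusted p = 1.85e-07), with the helicase subunit Mcm4 (0.20) and the histone mRNA binder Slbp (0.18), and in G2/M (median 0.090, 27 of 30 higher, adjusted p = 2.49e-06), with the cyclins Ccnb1 (0.17) and Ccnb2 (0.18). Fibroblast matrix genes fell (median −0.18, 19 of 19 lower, 4 past the threshold adjusted over the list alone and 0 over all genes, adjusted p = 3.64e-13), with the collagen Col6a3 (−0.27), the fibrillin Fbn1 (−0.23) and the fibronectin Fn1 (−0.17). Smooth muscle genes fell (median −0.21, 12 of 12 lower, adjusted p = 4.93e-05), with the myosin kinase Mylk (−0.29) and the actin binder Tagln (−0.35). LPA signalling fell (median −0.080, 16 of 20 lower, adjusted p = 0.000333), with its growth-factor outputs Ccn2 (−0.37) and Ccn1 (−0.28) past the threshold adjusted over the list alone (adjusted p = 0.0473 for both, and 0 over all genes). The IGF and insulin axis fell (median −0.082, 18 of 25 lower, adjusted p = 0.0105), with the growth factor Igf1 (−0.24), and imprinted genes fell (median −0.046, 26 of 37 lower, adjusted p = 0.0212), with Meg3 (−0.27) and Peg3 (−0.18). Erythroid transcripts fell (median −0.89, 8 of 8 lower, adjusted p = 9.06e-07), with the haem enzyme Alas2 (−0.97) and the globin Hba-a1 (−0.97).

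Lung and muscle markers fell in the same hearts: alveolar type 2 (median −0.57, 15 of 15 lower, adjusted p = 3.20e-07; Sftpb −0.58), alveolar type 1 (median −0.12, adjusted p = 0.00780; Ager −0.61), airway secretory (median −0.57, adjusted p = 0.0258), ciliated (median −0.42, adjusted p = 0.0105; Foxj1 −1.78) and skeletal muscle (median −0.27, adjusted p = 0.0110; Tnnt3 −0.58), each with an adjusted p of 0.715 with an estimated correlation. The secretoglobin Scgb3a1 was at 83.8 ± 163 and 1.85 ± 0.272 CPM and Scgb3a2 at 85.7 ± 133 and 15.2 ± 2.25 CPM, since wild-type 1 held 334 and 290 CPM of them. The V-ATPase list did not pass (median 0.0031 with a mean of opposite sign, 10 of 19 higher, adjusted p = 0.957), with Atp6v1a at 0.086. Without wild-type 1 and 3 and mutant 1, which carried airway, alveolar or leukocyte transcripts, the G2/M median was −0.028 (adjusted p = 0.260), and the S phase (median 0.058), smooth muscle (−0.11), IGF (−0.026), imprinted (−0.016) and ciliated (−0.17) calls ended with smaller medians. The LPA (−0.11) and alveolar type 1 (−0.11) calls ended as well, with a median that was larger in the former and nearly the same in the latter, and with 3 libraries fewer (adjusted p from 0.0916 to 0.714 for these 7 lists). The fibroblast matrix, erythroid and alveolar type 2 calls held in every run with the preset correlation, with medians from −0.22 to −0.11, −1.24 to −0.59 and −0.73 to −0.13. Leaving out a single library ended the imprinted, IGF, skeletal muscle, alveolar type 1, airway or ciliated call for wild-type 1, 2 and 3 and mutant 1, 2 and 4 (adjusted p from 0.0507 to 0.405). Over the runs, medians were −1.88 to −0.21 for airway secretory, −0.53 to −0.17 for ciliated, −0.25 to −0.065 for alveolar type 1, −0.36 to −0.10 for skeletal muscle, −0.25 to −0.099 for smooth muscle, −0.13 to −0.026 for IGF, −0.091 to −0.014 for imprinted, −0.13 to −0.062 for LPA, 0.058 to 0.18 for S phase and −0.028 to 0.13 for G2/M genes.

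In Atp6v1g1 lung, from the same animals, more genes had a small p. edgeR called 0 of 16200 genes (1162 at an unadjusted p under 0.05, of which 542 were higher and 620 lower). DESeq2 called 1 (707 at an unadjusted p under 0.05), the imprinted proteolipid gene Nnat, at 108 ± 7.35 and 139 ± 10.8 CPM with all 4 mutants above all wild types (0.35, SE 0.065, edgeR adjusted p = 0.362, DESeq2 adjusted p = 0.0242). Also higher were the primase Prim1 (0.65), the cohesin subunit Rec8 (0.58), Tmem98 (0.24) and the replicative helicase subunit Mcm5 (0.65). Lower were the interferon-induced Ifit1 (6.84 ± 0.619 and 4.00 ± 0.699 CPM, −0.77, SE 0.15) and Stat2 (−0.44), the endothelial lectin Clec1a (−0.28), the methyltransferase Inmt (−0.79) and the nuclear RNA Neat1 (−0.30), and these 10 had edgeR adjusted p from 0.362 to 0.399. Of the predicted 8mer targets, Clec1a and the double-stranded RNA sensor Eif2ak2 (−0.44) were lower and the mitotic genes Knstrn (0.38) and Ccnb2 (0.37) higher. Without mutant 3, edgeR called 21 genes, 13 higher and 8 lower. They include Uhrf1 (0.70), Mcm5 (0.75) and Cdk1 (0.51) among those that rose and Inmt (−1.03), Rsad2 (−0.78) and Ifit1 (−0.88) among those that fell. Of these, Rsad2 is named after its value was seen.

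Of 38 lists in Atp6v1g1 lung, 10 passed with the preset correlation and 0 with an estimated one (adjusted p = 0.715 for 6 of them and 0.785 for immediate-early, hypoxia, hepatocyte and skeletal muscle genes). Proliferation genes rose in S phase (median 0.33, 28 of 30 higher, 18 past the threshold adjusted over the list alone and 0 over all genes, adjusted p = 3.56e-18), with Uhrf1 (0.57), Mcm6 (0.41) and the ligase receptor Dtl (0.71). They rose in G2/M (median 0.28, 28 of 30 higher, 7 past the threshold adjusted over the list alone and 0 over all genes, adjusted p = 2.00e-12), with the spindle motor Kif11 (0.46), Cdc20 (0.32) and Cdk1 (0.39). Oxidative phosphorylation rose (median 0.079, 19 of 20 higher, adjusted p = 7.04e-05), with Cox6a2 (0.28) and Cycs (0.13). Markers of mature epithelium fell, both alveolar type 2 (median −0.093, 14 of 15 lower, adjusted p = 2.90e-06) and alveolar type 1 (median −0.10, 13 of 13 lower, adjusted p = 0.000113). The surfactant protein Sftpd (206 ± 9.31 and 175 ± 16.1 CPM, −0.24, adjusted p = 0.0351 when adjusted over the list alone), the chemokine Cxcl15 (−0.19), Sftpa1 (−0.17) and Sftpb (−0.17) were lower, as were Akap5 (−0.23) and Lmo7 (−0.11). The alveolar type 2 score per library gave an exact permutation p of 0.0286, the smallest possible. With pups kept in pairs, no exact p under 0.125 is possible. Scores of the other lists gave an exact permutation p of 0.0857 for S phase, 0.114 for G2/M, 0.0571 for oxidative phosphorylation and 0.229 for alveolar type 1. Mutant 3 lay within the wild-type range in S phase (−0.13) and G2/M (−0.23).

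Leukocyte markers fell in these lungs (median −0.086, 16 of 17 lower, adjusted p = 0.0111; adjusted p = 0.715 with an estimated correlation), with the lysozyme Lyz2 at −0.30. Immediate-early genes (median −0.082, adjusted p = 0.0278; Fos −0.28, Jun −0.14), hypoxia genes (median −0.081, adjusted p = 0.0258; Ankrd37 −0.27) and hepatocyte markers (median −0.096, adjusted p = 0.00632; Trf −0.20) fell, and skeletal muscle markers rose (median 0.81, adjusted p = 0.0377; Casq1 0.86), each with an adjusted p of 0.785 with an estimated correlation. Imprinted genes did not pass as a list (median 0.017, 25 of 42 higher, adjusted p = 0.453), though 2 members passed adjusted over the list alone (lowest adjusted p = 0.00335) and 0 over all genes. The V-ATPase list did not pass (median −0.015 with a mean of opposite sign, 12 of 20 lower, adjusted p = 0.496), with Atp6v1c2 at −0.17. The S phase, G2/M, oxidative phosphorylation and both alveolar calls held in every run with the preset correlation. The leukocyte, immediate-early, hypoxia, hepatocyte and skeletal muscle calls ended without at least 1 of wild-type 1, 2, 3 and 4 and mutant 1, 2, 3 and 4 (adjusted p from 0.0554 to 0.611), and the immediate-early median was 0.0020 without mutant 2. The skeletal muscle median was 0.087 without mutant 4 and 0.30 without libraries carrying other tissues. Over the runs, medians were 0.087 to 1.26 for skeletal muscle, −0.18 to −0.049 for leukocyte, −0.11 to −0.029 for hypoxia, −0.15 to 0.027 for hepatocyte and −0.15 to −0.056 for alveolar type 1 genes.

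In Lpar4 heart, loss of both sites in the mRNA of a lysophosphatidic acid receptor leaves more miR-335-3p. edgeR called 0 of 15385 genes (962 at an unadjusted p under 0.05, of which 592 were higher and 370 lower). DESeq2 called 1 (476 at an unadjusted p under 0.05), the airway secretoglobin Scgb3a1, at 2.54 ± 1.42 and 125 ± 135 CPM (5.62, SE 1.14, edgeR adjusted p = 0.781, DESeq2 adjusted p = 0.00872). Also higher were Scgb3a2 (17.6 ± 2.75 and 237 ± 252 CPM, 3.76), the cytokine-receptor-like predicted target Crlf3 (0.35), the surface protein Ly6a (0.44) and the collagen Col8a1 (0.85). Lower were the magnesium channel Mrs2 (−0.25), the kinetochore protein Pmf1 (−0.20), Sdsl (−0.33), the pseudokinase Stradb (−0.29) and the small nucleolar RNA Snora73b (−0.75), and all 10 had an edgeR adjusted p of 0.781. Other predicted 8mer targets were the kinase Map3k2 (0.25) and the splicing factor Sart1 (−0.23).

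Airway and lung markers set 2 mutant hearts apart. Sftpc, the surfactant gene of alveolar type 2 cells, was at 1507 CPM in mutant 3 and 245 CPM in mutant 4. The lungs had a median of 15085 CPM, and most hearts lay near the heart median of 191 CPM. Scgb3a1 was at 323 and 186 CPM in mutants 3 and 4, and at 26.2 CPM in mutant 2, against 334 CPM in wild-type 1 of the Atp6v1g1 hearts. In the lungs its median was 44.8 CPM and its highest value 135 CPM. Of 267 genes at 20 times or more the wild-type heart level in lung, 99.6% were above every wild-type heart in mutant 3, 65.9% in mutant 4, 26.2% in mutant 2 and 12.4% in mutant 1.

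**Figure D3:**
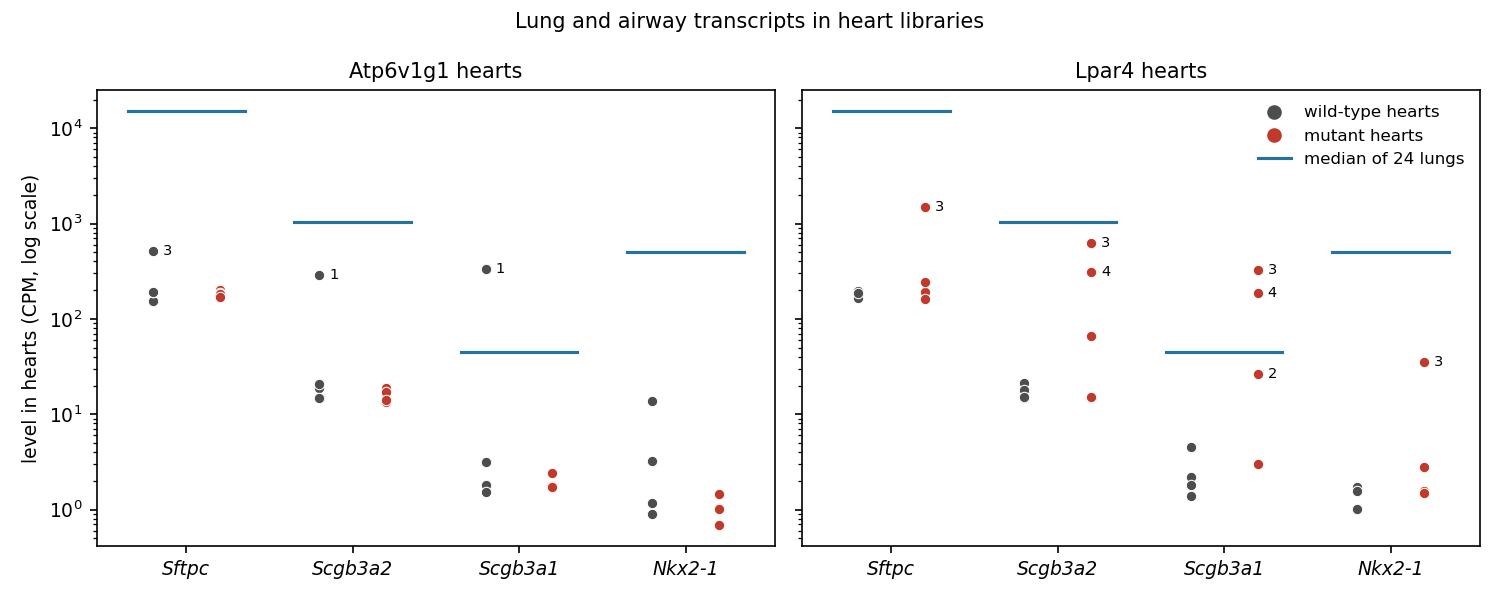
The panels show the CPM (log axis) of Sftpc, Scgb3a2, Scgb3a1 and Nkx2-1 in each heart library of the Atp6v1g1 and Lpar4 lines, with 1 point per library and a line at the median of the lungs. Lpar4 mutants 3 and 4 and Atp6v1g1 wild-type 1 or 3 stand above the other hearts.

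Of 38 lists in Lpar4 heart, 14 passed with the preset correlation and 0 with an estimated one (adjusted p = 0.715 except where another value is given). Airway secretory (median 1.46, 8 of 9 higher, 5 past the threshold adjusted over the list alone and 0 over all genes, adjusted p = 0.000325), alveolar type 2 (median 1.37, 15 of 15 higher, adjusted p = 3.42e-05; 0.785 with an estimated correlation; Sftpd 1.44) and ciliated markers (median 0.75, adjusted p = 0.0496; 0.757 with an estimated correlation; Foxj1 3.34) rose. Smooth muscle (median 0.32, 9 of 12 higher, 5 past the threshold adjusted over the list alone and 0 over all genes, adjusted p = 0.00152), with Lmod1 (0.62), Myh11 (0.76) and Tagln (0.45), rose, as did fibroblast matrix (median 0.14, 19 of 19 higher, adjusted p = 5.20e-05; 0.785 with an estimated correlation), with Col6a3 (0.30) and the elastin Eln (0.56). LPA signalling, the pathway of Lpar4, rose (median 0.097, 16 of 20 higher, adjusted p = 0.00472), with the receptor Lpar1 (0.28) and Ccn1 (0.19), and so did immediate-early genes (median 0.10, adjusted p = 0.00331; Hsph1 0.26).

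Proliferation genes fell in S phase (median −0.12, 27 of 30 lower, adjusted p = 1.14e-07), with Mcm7 (−0.19) and the nucleotide reductase Rrm2 (−0.19), and in G2/M (median −0.11, 29 of 30 lower, adjusted p = 2.46e-08), with Ube2c (−0.18) and Cdc20 (−0.16), each with an adjusted p of 0.715 with an estimated correlation. Genes of heart muscle and its energy supply fell, with the same estimated-correlation p of 0.715: cardiomyocyte markers (median −0.088, 18 of 20 lower, adjusted p = 0.000461; Mb −0.14, Tnni3 −0.099), oxidative phosphorylation (median −0.10, 20 of 20 lower, adjusted p = 3.52e-10; Sdha −0.14, Ndufv1 −0.14) and mitochondrially encoded transcripts (median −0.12, 11 of 13 lower, adjusted p = 5.46e-05; mt-Nd1 −0.19). Fatty acid oxidation (median −0.058, adjusted p = 0.0354; 0.791 with an estimated correlation; Hadhb −0.12) and erythroid transcripts (median −0.28, adjusted p = 0.0364; 0.785 with an estimated correlation) fell as well. Without mutants 3 and 4 only 4 lists passed, S phase and smooth muscle among them. Alveolar type 2 was then at −0.0095, fibroblast matrix at −0.0020, oxidative phosphorylation at −0.024 (adjusted p = 0.165), cardiomyocyte markers at −0.012 (adjusted p = 0.907) and LPA signalling at 0.078 (adjusted p = 0.0680). G2/M was at −0.056 (adjusted p = 0.0784), immediate-early genes at 0.018 (adjusted p = 0.327) and airway secretory markers at 0.20 (adjusted p = 0.0913), and these calls ended too. S phase held without any single library. The ciliated, erythroid, fatty acid, LPA, immediate-early, smooth muscle and fibroblast calls each ended without at least 1 of wild-type 1, 2, 3 and 4 and mutant 1, 3 and 4 (adjusted p from 0.0507 to 0.646). Over the runs, medians were 0.099 to 0.40 for smooth muscle, −0.053 to 1.00 for ciliated, −0.95 to 0.34 for erythroid, −0.11 to 0.036 for fatty acid, −0.19 to 0.0044 for mitochondrially encoded, −0.15 to −0.012 for cardiomyocyte, −0.15 to −0.024 for oxidative phosphorylation, 0.062 to 0.13 for LPA and −0.13 to −0.065 for S phase genes.

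In Lpar4 lung, edgeR called 0 of 16083 genes (555 at an unadjusted p under 0.05, of which 274 were higher and 281 lower) and DESeq2 called 0 (187 at an unadjusted p under 0.05). The smallest p belonged to the focal adhesion gene Parvb, a predicted 8mer target, at 59.8 ± 4.30 and 48.5 ± 1.83 CPM with all 4 mutants below all wild types (−0.30, SE 0.060, edgeR adjusted p = 1.00). The Cdk1-inhibiting kinase Pkmyt1 (−0.40), the cholesterol transporter Npc1 (−0.17), the fork protein Timeless (−0.37) and Slc37a1 (−0.24) were also lower. Those higher were the ciliary gene Cep290 (0.30), the hyaluronan synthase Has2 (1.59 ± 0.126 and 2.82 ± 0.289 CPM, 0.83), the dosage-compensation factor Msl3 (0.25), the muscle enzyme Pgam2 (0.32) and the mesenchymal factor Osr1 (0.27). Other predicted 8mer targets were the purine enzyme Ppat (−0.26), the Hippo adaptor Mob1b (0.16), the phosphodiesterase Pde3a (0.24) and Enpp2 (0.16), which makes lysophosphatidic acid.

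Of 38 lists in Lpar4 lung, 2 passed with the preset correlation and 0 with an estimated one. S phase fell (median −0.12, 29 of 30 lower, adjusted p = 6.07e-07; adjusted p = 0.715 with an estimated correlation), with Mcm2 (−0.19), Mcm7 (−0.18) and Uhrf1 (−0.26), and held in every run with the preset correlation. Leukocyte markers rose (median 0.058, 14 of 17 higher, adjusted p = 0.0341; adjusted p = 0.785 with an estimated correlation), with Cd52 (0.21) and Cd68 (0.26), but the median was −0.014 without mutant 3 and the call ended without wild-type 3 (adjusted p = 0.887) or wild-type 4 (adjusted p = 0.0597). LPA signalling did not pass (median −0.030, 12 of 20 lower, adjusted p = 0.449), with the phosphatase Plpp1 (−0.14) and Ccn1 (−0.15) lower.

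Several lists passed in no comparison. Their lowest camera adjusted p was 0.0618 for endothelium, 0.125 for lymphatics, 0.141 for brown fat, 0.142 for V-ATPase subunits, 0.145 for forestomach, 0.182 for ribosomal proteins, 0.184 for atria, 0.224 for parietal and chief cells, 0.249 for the lysosome, 0.320 for TDMD machinery, 0.453 for cysteine metabolism, 0.573 for sex-linked genes, 0.886 for intestine and 0.934 for gastric endocrine cells. MicroRNA host genes and thymus markers had 2 tested genes each and were not tested as lists.

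**Figure D4:**
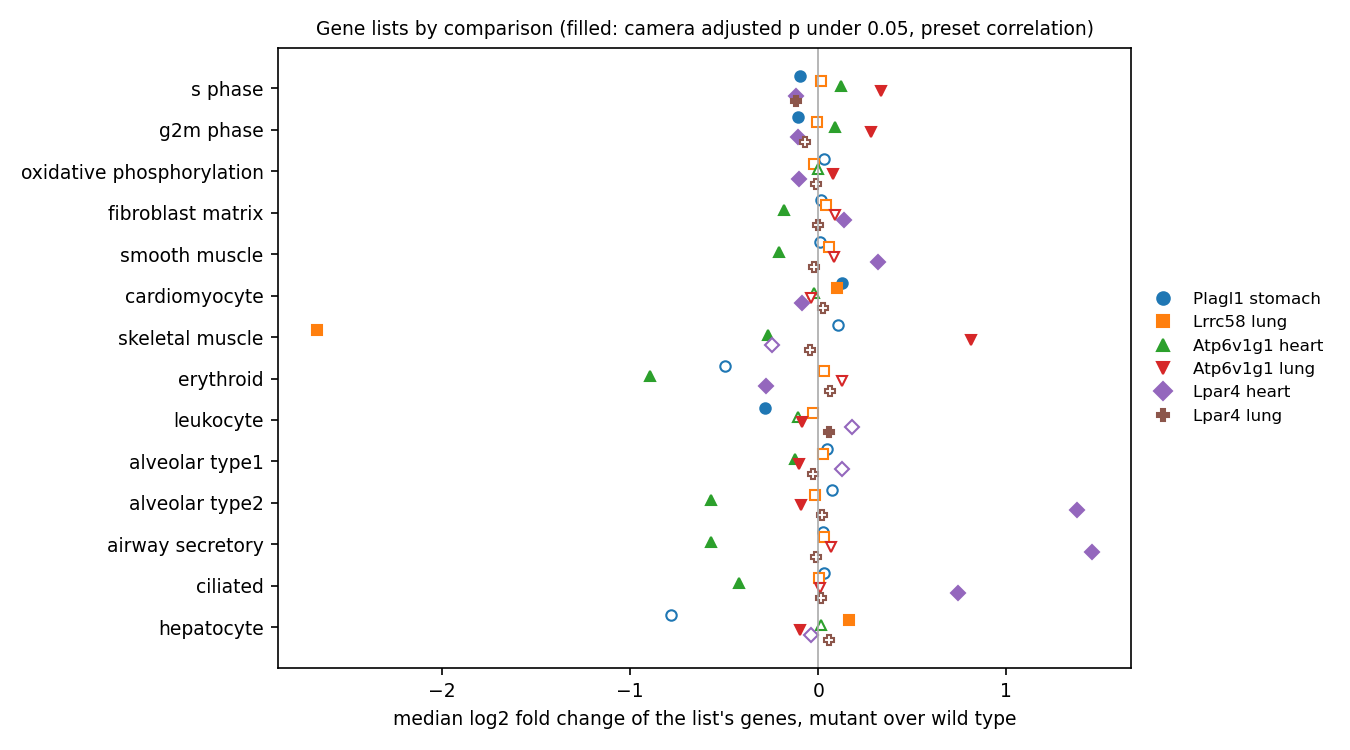
The plot gives the median log2 fold change (mutant over wild type) of 14 gene lists in the 6 comparisons, with filled points for a camera adjusted p under 0.05 with the preset correlation. S phase is higher in Atp6v1g1 heart and lung and lower in Lpar4 heart and lung and Plagl1 stomach.

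Heart and lung of the same animals allowed a test of whether the mutant effect differed between tissues. edgeR called 0 of 16724 genes in the Atp6v1g1 line (892 at an unadjusted p under 0.05) and 0 of 16753 in the Lpar4 line (885 at an unadjusted p under 0.05), and DESeq2 was not run for this test. In Atp6v1g1 the genes of smallest p were the ion channel Trpv4 (lung effect minus heart effect 2.52, SE 0.44), Prim1 (0.66, SE 0.13), the epithelial factor Klf5 (0.75), Arid1b (−0.46) and Cldn10 (1.39), with an edgeR adjusted p of 0.800. In Lpar4 they were the procollagen enhancer Pcolce2 (−0.94, SE 0.19), the adaptor Grb7 (−2.22), Pgam2 (0.42), the collagen receptor Antxr1 (−0.45) and Scgb3a1 (−4.60), with an edgeR adjusted p of 0.916. The 76 differences between tissues in list scores had exact permutation p of 0.0571 or more. With a smallest possible p of 0.0286, the exact test could not pass any of them alone after adjustment, so it does not tell whether they differ.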

Values the study reported

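Small-RNA measurements are described in the paper and were not analysed here. In homozygous Atp6v1g1 mutants with a 50 nt deletion, miR-335-3p rose 1.8-fold in heart, 1.4-fold in lung and 2.0-fold in liver. In Lpar4 mutants lacking both sites, it rose 2.2-fold in heart, 2.2-fold in lung and 2.1-fold in liver. Loss of the paternal Plagl1 site raised miR-322 by 2.6-fold in heart and 4.0-fold in stomach. Loss of the Lrrc58 site raised miR-503 by 3.5-fold in heart and 3.6-fold in lung. At E18.5, Plagl1 mutants weighed 5.5% less and Lrrc58 mutants 4.8% less than their controls.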

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

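The tests of reads from other libraries and of the Lpar4 mutation, and the runs without libraries that carry markers of another tissue, were chosen after the result was seen.

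Airway and lung transcripts stood out in hearts. The alveolar type 2 score of Lpar4 heart mutant 3 was 2.35, far from the other 3 mutants (−0.41 to −0.067). Atp6v1g1 heart wild-type 1 had an airway secretory score of 0.86 (others −0.14 to −0.019) and a smooth muscle score of 0.32 (others −0.021 to 0.035). Plagl1 stomach mutant 2 had a leukocyte score of 0.058, apart from the other mutants (−0.15 to −0.14) but below wild types 2 (0.20) and 4 (0.45). Total counts were low among mutants in Plagl1 stomach mutant 3, at 6.84 M counts (other mutants 10.2 to 10.7 M), though wild-type 3 had 7597540 counts, and in Atp6v1g1 heart mutant 3, at 10.7 M (other mutants 11.6 to 11.8 M), though wild-type 1 had 10855600 counts. These 6 values, from 5 libraries, were found by the gap to their nearest neighbour within a group of 4, among 142 groups of values, and chance sets apart about 1 in 20 groups.

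In Lpar4 heart mutant 3, airway and lung transcripts came with nearly all of the genes far higher in lung. They did not keep the ratio of the lung libraries, since Scgb3a1 in mutants 3 and 4 was above the highest lung value of 135 CPM. Of 267 genes far higher in lung, 99.6% were above every wild-type heart in mutant 3, which is consistent with airway or lung tissue on the heart, and the median excess was 8.87% of the lung level. In mutant 4, 65.9% of these genes were above every wild-type heart. An effect of the Lpar4 mutation is argued against by the 334 CPM of Scgb3a1 in a wild-type Atp6v1g1 heart and by the low level in Lpar4 mutant 1. The lists that moved with these transcripts (fibroblast matrix, cardiomyocyte and oxidative phosphorylation genes) did not pass without mutants 3 and 4, while smooth muscle genes did.

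A lower, steady level of lung transcripts was present in all hearts and stomachs. Their presence itself was given, since no deposited gene is at 0 in any library, so only the level can tell something. The heart median was 1.27% of the lung median for Sftpc, 1.71% for Sftpb, 13.7% for Scgb1a1 and 0.294% for Nkx2-1, and Alb was at 183 CPM in heart and 188 CPM in lung. The highest of the 4 shares was 46.5 times the lowest. That ratio was set by Scgb1a1 and by Nkx2-1, whose heart median of 1.47 CPM was near the floor. Scgb3a2 (1.78%) and Foxj1 (1.16%, at 1.06 CPM) had shares close to those of Sftpc and Sftpb, while Scgb3a1 was at 5.17%. A single source that carries lung genes in the ratio of the lung libraries does not alone account for the level of Scgb1a1. For the genes with similar shares, such a source of reads or RNA stays open. Xist in male libraries had a median of 0.179% of the female level, above the bound of 0.1% set beforehand against low expression in the tissues themselves. That bound was set wrongly, since the median was 2.02 CPM, near the floor. A share of 0.179% is far below those of Sftpc, Sftpb and Scgb1a1. The Y-linked Ddx3y had a median of 0.701 CPM in female libraries, 1.17% of the male level and close to the share of Sftpc. That value is also near the floor, so neither transcript settles the level that a transcript absent from a tissue would have. Low expression in the tissues therefore stays open.

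Each comparison's 8 libraries were also divided in other ways. For genes, 35 of the 35 splits gave a count as large as the real 0 in each comparison and in each tissue difference, as any count is at least 0, so this says nothing about chance. The highest count of another split was 591 in Plagl1 stomach, 85 in Lrrc58 lung, 7 in Atp6v1g1 heart, 12 in Atp6v1g1 lung, 4 in Lpar4 heart and 120 in Lpar4 lung, and in the tissue differences 0 in Atp6v1g1 and 19 in Lpar4. Such splits point to a structure of the samples other than genotype. The 591 genes separate pups 1 and 3 of both genotypes from the others in Plagl1 stomach, and the 85 genes pups 1 and 2 of both genotypes in Lrrc58 lung, so these follow pup number and litter.

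For gene lists, 16 of the 35 splits gave as many as the real 9 in Plagl1 stomach (highest other 16), 35 as many as the real 3 in Lrrc58 lung (highest other 14), 2 as many as the real 13 in Atp6v1g1 heart (highest other 13), 17 as many as the real 10 in Atp6v1g1 lung (highest other 17), 11 as many as the real 14 in Lpar4 heart (highest other 19) and 35 as many as the real 2 in Lpar4 lung (highest other 15). Chance cannot be excluded for any of these counts. Where pup numbers pair the libraries, the real split parts 4 pairs, as do 8 splits in all. Among these, 3 in Plagl1 stomach, 8 in Lrrc58 lung, 1 in Atp6v1g1 heart (the real one) and 3 in Atp6v1g1 lung gave as many lists, with a highest other count of 11, 7, 12 and 11. The highest other count of genes among them was 1, 1, 0 and 0, and the splits that called the most genes kept pups of a pair together in Plagl1 stomach, Lrrc58 lung and Atp6v1g1 heart (0 pairs parted), while that of Atp6v1g1 lung parted 2 pairs.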

How the results depend on the processing

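The runs without libraries that carry markers of another tissue, and litter and sex terms for target shifts and lists, were chosen after the result was seen. Where a value changed, the cause was not tested unless the setting itself gives it.

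Levels of the trigger genes stayed within 1 SD of the replicates with DESeq2 size factors. Leaving out 1 of 4 libraries cannot move a mean that far, so those runs do not test the levels. The tissue differences kept their count of 0 in 22 of 22 alternatives. Gene counts stayed the same in 84 of 94 alternatives, and 2946 of 2965 fits of named genes kept direction and side of the threshold. Since edgeR called no gene in the main fits, the side of the threshold could change only by a new call. Of 5507 fits of all 353 genes taken by the rule, 37 changed sign, in 24 genes. All 37 were among the 170 genes that the text does not name. The stability of the named genes therefore does not describe the genes that the rule takes. DESeq2 called 1 gene in each of Lrrc58 lung, Atp6v1g1 lung and Lpar4 heart. One model over all 48 libraries called 23 in Lpar4 heart, all higher, led by Scgb3a2. In the Atp6v1g1 and Lrrc58 lines the litter and sex terms equal the replicate block, so the alternatives hold the same model under both names. In Atp6v1g1 lung this model called 1 gene, and leaving out 1 library gave 0 to 21 (21 without mutant 3). Leaving out 1 library gave 0 to 2 genes in Lrrc58 lung (2 without mutant 2) and 0 to 2 in Lpar4 heart (2 without mutant 1). Without libraries carrying other tissues, 1 gene was called in Atp6v1g1 heart.

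Trigger genes kept their sign in 85 of 88 fits. Plagl1 in stomach ran from −0.032 to 0.055 when 1 library was left out (−0.016 without wild-type 4 and −0.032 without mutant 3), and Atp6v1g1 in heart was at 0.024 without libraries carrying other tissues.

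Target shifts kept direction and side of the Mann-Whitney threshold in 106 of 143 alternatives. In Atp6v1g1 lung the miR-335-3p shift did so in all of them, from −0.018 to −0.0069 with 1 library left out and from −0.019 to −0.0063 otherwise, with exact permutation p from 0.0286 to 0.3. In Atp6v1g1 heart it was −0.0021 at 1 CPM or more, −0.00066 for 8mer sites, −0.0050 for 2 or more sites, −0.0037 with the shortest UTR, −0.014 without libraries carrying other tissues (exact permutation p = 0.3) and −0.0036 to 0.0070 with 1 library left out. In Lpar4 heart it was 1.95e-05 at 1 CPM or more, 0.00033 for 8mer sites, 6.23e-05 with the shortest UTR, 0.0030 with litter and sex terms and −0.0063 to 0.0011 with 1 library left out. In Lpar4 lung it was 0.0029 with matched nontargets, 0.0066 for 8mer sites, 0.0065 for 2 or more sites and −0.0021 (without wild-type 2) to 0.0083 with 1 library left out. The miR-503-5p shift in Lrrc58 lung passed with matched nontargets (−0.0074) and with the shortest UTR (−0.0085), and ran from −0.0069 to −0.0017 with 1 library left out, passing without wild-type 1, wild-type 2 or mutant 2. The miR-322-5p shift there ran from −0.011 to −0.0027. In Plagl1 stomach the miR-322-5p shift was −0.0074 for 2 or more sites, −0.0048 without libraries carrying other tissues and −0.0066 to 0.0014 with 1 library left out, and the miR-503-5p shift was 0.0026 for 8mer sites.

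List counts went to 0 in all 6 comparisons with an estimated correlation and to 0 in all 6 with fry. With the replicate block they were 14 in Plagl1 stomach, 5 in Lrrc58 lung, 16 in Atp6v1g1 lung and 5 in Lpar4 lung, and the block moved no other of these counts by over 1.5 times. Of the lists called without it, the block ended 1, erythroid transcripts in Lpar4 heart (−0.57, adjusted p = 0.0742), a line in which pup numbers do not mark shared litters throughout. Litter and sex terms gave 5 in Lrrc58 lung, where they are the same model as the block, and 5 in Lpar4 lung. With 1 library left out the count ran from 3 to 7 in Lrrc58 lung (6 without wild-type 3, 7 without mutant 2, 6 without mutant 4) and from 2 to 9 in Lpar4 lung (6, 9 and 4 without wild-type 1, 2 and 3, and 4, 5 and 6 without mutant 1, 2 and 4). It was 4 in Lpar4 heart without mutants 3 and 4.

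Single lists kept their call in 542 of 757 alternatives, 203 missed the threshold and 12 changed sign. Of calls that held, the alveolar type 1 median ran from −0.15 to −0.056 in Atp6v1g1 lung and the S phase median from −0.13 to −0.065 in Lpar4 heart and −0.16 to −0.075 in Lpar4 lung. Without libraries carrying other tissues, the G2/M median was −0.028 in Atp6v1g1 heart, hepatocyte markers were at 0.027 in Atp6v1g1 lung, and in Lpar4 heart alveolar type 2 markers were at −0.0095, ciliated −0.053, erythroid 0.34, fatty acid oxidation 0.036, fibroblast matrix −0.0020 and mitochondrially encoded 0.0044. With litter and sex terms, erythroid transcripts were at 0.0068 in Lpar4 heart and leukocyte markers at −0.036 in Lpar4 lung. In the Lpar4 line these terms take mutant 3, alone in its litter, out of the comparison, so they overlap with the runs without it. With 1 library left out, immediate-early genes ran from −0.11 to 0.0020 in Atp6v1g1 lung (mutant 2) and leukocyte markers from −0.014 (mutant 3) to 0.11 in Lpar4 lung.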

Other observations

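The tests of the microRNA change through the Lpar4 lungs and of the interferon response were chosen after the result was seen.

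In these organs the mutants differed little from wild types at the level of single genes, and the trigger mRNAs themselves had log2 fold changes from −0.19 to 0.16. Medians of the predicted targets were lower in Atp6v1g1 lung and Lrrc58 lung and higher in Lpar4 lung (0.0056). The Lpar4 lung shift was 0.0029 with nontargets matched also on GC content and expression. It was −0.0021 without wild-type 2, so its sign was not stable. With 4 against 4 libraries, no shift among the 8 can alone reach an adjusted p under 0.229 by the exact permutation test. With a preset correlation some lists of genes passed: in Atp6v1g1 lung the medians of proliferation genes were higher and those of alveolar type 2 genes lower, and S phase medians were lower in Lpar4 hearts and lungs. In Atp6v1g1 lung the scores per library gave an exact permutation p of 0.0857 for S phase and 0.114 for G2/M, with mutant 3 within the wild-type range. None of the list calls held with an estimated correlation between genes (lowest adjusted p = 0.715).

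The lower level of miR-335-3p targets in Atp6v1g1 lung (−0.014) has 3 candidate explanations. Base composition is open. With log2 fold changes adjusted for 3′ UTR length, GC content and expression, genes with the real seed shifted by −0.0067, and 5 of 36 seeds with the same bases in another order gave a shift as low (share 0.139). For cell division, the S phase difference predicted a shift of 0.018 (SE 0.014) against −0.015 per library. The criterion set beforehand counts a prediction of opposite sign against this cause. The prediction was within 2 SE of 0, too uncertain to settle its sign, so cell division is left open. The microRNA change itself also cannot be told apart, since Lpar4 lungs, which lose a trigger of the same microRNA, shifted the other way with an exact permutation p of 0.4. The sign of that Lpar4 lung shift changed without wild-type 2 (−0.0021).

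Predicted targets of either microRNA of the Lrrc58 comparison, miR-503-5p or miR-322-5p, had lower medians in mutant lungs. The target sets overlap, since both seeds match the 7mer GCTGCTA, so these shifts and their tests are not separate evidence. Of 206 reordered seeds, 11 gave a shift as low for miR-503-5p (share 0.0534) and 16 for miR-322-5p (share 0.0777), so the bases of the seed are not excluded for either. Reordered seeds were not matched on how many genes carry them, so these shares also hold noise and do not show that the bases contribute. GC content of the 3′ UTR as the only source is argued against, since nontargets matched on length, GC content and expression gave −0.0074 for miR-503-5p and −0.0068 for miR-322-5p (exact permutation p = 0.0286 for both). Cell division is argued against for miR-322-5p: the predicted shift was −0.00048 (SE 0.00035) against −0.0069 per library. The exact permutation p for miR-503-5p was 0.0286, the smallest possible, and adjusted 0.229, and with pups kept in pairs it was 0.125, the smallest possible for 4 pairs. Without mutant 3 the shift was −0.0017, and without wild-type 3 the exact permutation p was 0.257. A repression by the stabilised microRNA stays open.

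A hypothesis formed after seeing Isg15, Rsad2 and Ifit1 is that Atp6v1g1 mutants may have a lower interferon response. The mean score of 8 interferon-induced genes over heart and lung differed by −0.46 between mutants and wild types, with 4 of 4 animals below all wild types (exact permutation p = 0.0286, the smallest possible). By tissue the difference was −0.44 in heart (exact permutation p = 0.0286) and −0.48 in lung (exact permutation p = 0.0571), and in Lpar4 animals it was 0.086 (exact permutation p = 0.971). The genes were picked from the same libraries, so the p is not independent evidence, and with pups kept in pairs no p under 0.125 is possible.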
